A study of Mus musculus with 6 samples. Its data were reported in "Dynamic changes of the immune microenvironment in ovarian cancer following neoadjuvant chemotherapy" (2026).

How the data were processed

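RNA sequencing was performed on 6 libraries of poly-T selected RNA from mouse bone marrow-derived macrophages (BMDMs), the monocyte-derived cells grown from marrow, which had been co-cultured with ID8 cells, a mouse ovarian cancer cell line. In 3 libraries the ID8 cells had been pretreated with 40 µM cisplatin, a platinum drug that crosslinks DNA, and in 3 with phosphate-buffered saline (PBS). The groups and the replicate numbers were taken from the sample labels.

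The deposited table gives FPKM (fragments per kilobase of gene length per 1000000 reads) for 54532 genes in each library, with gene identifiers, symbols, coordinates, lengths and biotypes. Per their methods, the authors removed low-quality and adaptor-containing reads, aligned the rest and counted reads per gene with LifeScope, and tested the counts with DESeq2. The genome build is not named there. Of the gene identifiers, 54495 were found in GENCODE release M21 of GRCm38, 98.3% of these with the same coordinates and 98.9% with the same symbol, and coordinates are given on GRCm38 as the table states them. Whether the counting used strand is not stated, so values of genes that overlap others or have near-identical copies are less certain.

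The FPKM values are not counts, and they were tested on a log scale. Multiplied by gene length, the values of every library were whole multiples of a fixed step: of the values worth fewer than 200 reads, 100% came out whole. The reads recovered in this way summed to between 15776238 and 17924686 per library. The denominator behind the FPKM was 103.7% to 104.1% of that sum in the cisplatin libraries and 97.4% to 98.7% in the PBS libraries. In cisplatin replicate 1, for example, a single read on a gene of 1 kb gave an FPKM of 0.0588. Counting error is therefore small for most genes and large for genes with few reads. A mean of fewer than 10 reads per library lay behind 585 of the 13441 genes tested.

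Genes with an FPKM of at least 1 in at least 3 of the 6 libraries were tested, which left 13441. Values were transformed to log2(FPKM + 1), and all 6 libraries entered a model with the group as the only term in limma 3.58.1 under R 4.3.3 (lmFit, then eBayes with a trend). Genes with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction were called, the fold change threshold being that of the study's methods. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. They are given as cisplatin against PBS.

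For 8 gene sets written before the data were examined, the median log2 fold change of the tested members was taken. Each set was compared with all other tested genes by limma's camera (inter-gene correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over the 8 sets. The mean of log2(FPKM + 1) over each set was also compared between groups by an exact permutation test over libraries (two-sided). With 3 libraries against 3 its smallest p is 0.1, so it cannot reach 0.05. A further 6 lists (ID8 and mesothelial genes, lymphocyte, erythroid, cell cycle, p53 target and ribosomal protein genes) were tested in the same way with adjustment over the 6, and 5 sex-linked genes were listed with them.

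The genes named in the text were fixed by a rule. They include Stat2, Irf9, Adgre1, Itgam, Ly6c2, Cd274, Ptgs1, Ptgs2, Ptges and Ptges2, whatever their values. They also include the 5 largest rises and the 5 largest falls among called genes whose groups do not overlap and whose higher group has a mean of at least 5 FPKM, and in each of the 8 sets the 2 called genes with the largest change. Some single-gene results, of the rule and outside it, are not reported here, which left 33 genes of the rule. The 5 sex-linked genes were listed before the data were examined. Other names were chosen after their values were seen, and the text says so where they appear.

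The groups share the replicate numbers 1, 2 and 3 in the labels, and nothing states that equal numbers were prepared together. A fit with the replicate number as a block was therefore made beside the fit without it. Alternatives planned before the data were examined were a pseudocount of 0.1, no filter, a filter at 5 FPKM, median-of-ratios scaling, TPM rescaling (length-corrected values brought to the same total in each library), quantile normalisation, eBayes without a trend, limma voom on the recovered reads, removal of a loess fit on gene length, protein-coding genes only, leaving out each library in turn, the adjusted p alone, limma treat against a log2 fold change of 1, and an estimated inter-gene correlation. Alternatives added after the data were examined were scaling by the total of recovered reads, scaling by the 4 Y-linked genes, removal of a loess fit on GC content, and a minimum mean of 10 reads. Scalings kept the genes of the main filter.

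The procedure was tested on simulated data, with reads drawn for the real genes and 200 genes changed by known folds. Of 87 tested genes changed at least 4-fold, 81 passed both thresholds, and 5 of 13142 unchanged genes did. Every gene was given the same spread between replicates. In the real data far more genes differed, 4424 higher and 4721 lower at an adjusted p under 0.05, so these rates may not hold there. All simulated reads were recovered from their FPKM (100%). The simulated FPKM were built from whole reads, so this recovery tests only the search for the step.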

Results

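To ask how tumour cells exposed to cisplatin act on macrophages, RNA from BMDMs co-cultured with ID8 ovarian cancer cells was sequenced. The ID8 cells had been pretreated with 40 µM cisplatin or with PBS, and each group held 3 libraries. The reads recovered from the deposited FPKM values ranged from 15776238 to 16396353 in the cisplatin libraries and from 15907567 to 17924686 in the PBS libraries. The 10 genes with the most reads took between 4.87% and 5.18% of a library. Of 54532 genes listed, 32914 had a value above 0 in at least 1 library, and 13441 were tested. Over the tested genes, libraries of the same group correlated with Pearson's r between 0.984 and 0.989 on log2(FPKM + 1), and libraries of different groups with r between 0.871 and 0.877. The first principal component carried 86.5% of the variance, and the 3 cisplatin libraries (46.4 to 46.7) lay apart from the 3 PBS libraries (-47.1 to -45.7) on it.

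A total of 628 genes were upregulated and 1514 downregulated in the libraries of BMDMs co-cultured with cisplatin-pretreated ID8 cells. The upregulated genes thus made up 29.3% of the calls. Their median log2 fold change was 1.23 in size, and that of the downregulated genes was 1.52. In 622 of the upregulated and 1511 of the downregulated genes, all 3 libraries of the one group lay apart from the 3 of the other. Such separation was found in 72.4% of all tested genes, where chance gives 10%. These numbers depended on the fold change threshold, since 4424 genes were higher and 4721 lower at an adjusted p under 0.05 alone. They also depended on the scaling, since scaling by the Y-linked genes, an alternative chosen after the data were seen, gave 85 genes higher and 5181 lower. With the replicate number as a block, 625 genes were upregulated and 1515 downregulated, of which 622 and 1513 were also called without the block. Same-numbered libraries did not deviate together. The correlation of their deviations from the group means was -0.10, -0.086 and -0.024 for replicates 1, 2 and 3, with a mean of -0.071. Among the upregulated genes, 24.8% were not protein-coding, against 10.3% of the downregulated genes and 15.7% of all tested genes. RNA of ID8 cells may also be present in these libraries, as examined further on. The calls may therefore not all be changes within BMDMs.

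**Figure D1:**
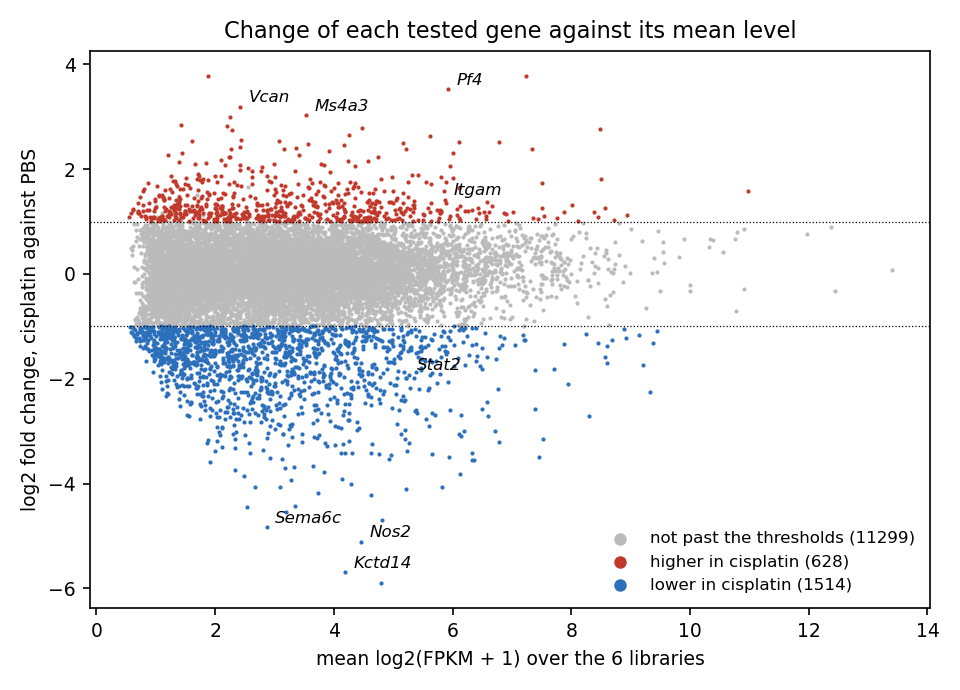
The log2 fold change of each of the 13441 tested genes (vertical axis, cisplatin against PBS) is plotted against its mean log2(FPKM + 1) over the 6 libraries (horizontal axis), with dotted lines at a change of 1 in either direction. The 1514 downregulated genes reach further from 0 than the 628 upregulated genes.

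Among the largest falls was that of Kctd14 (ENSMUSG00000051727, chromosome 7, 97451323 to 97459557), which went from 131 ± 3.80 FPKM with PBS to 1.55 ± 0.17 FPKM with cisplatin (SD, n = 3 each, log2 fold change -5.70, SE 0.059, adjusted p = 1.83e-08). The inducible nitric oxide synthase gene Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) went from 128 ± 1.70 to 2.76 ± 0.41 FPKM (SD, n = 3 each, log2 fold change -5.11, SE 0.079, adjusted p = 5.39e-08). Sema6c (ENSMUSG00000038777, chromosome 3, 95160457 to 95174024) fell by 4.83 on the log2 scale (SE 0.058, adjusted p = 3.02e-08) and Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) by the next largest amount, with a log2 fold change of -4.69 (SE 0.069, adjusted p = 5.02e-08).

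The largest rise was listed for Ighd4-1 (ENSMUSG00000094028, chromosome 12, 113430528 to 113430538), an immunoglobulin segment of 11 bases. Its log2 fold change of 3.78 (SE 0.44, adjusted p = 0.000252) rested on 1, 4 and 3 reads in the cisplatin libraries, and it was listed at 0 in the PBS libraries. The long non-coding RNA Gm26917 (ENSMUSG00000097971, chromosome 17, 39843013 to 39846341) rose from 39.8 ± 4.78 to 556 ± 40.4 FPKM (SD, n = 3 each, log2 fold change 3.77, SE 0.092, adjusted p = 1.71e-07). The platelet factor 4 gene Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) rose from 16.99 ± 2.45 to 205 ± 9.99 FPKM (SD, n = 3 each, log2 fold change 3.52, SE 0.095, adjusted p = 2.38e-07). The versican gene Vcan (ENSMUSG00000021614, chromosome 13, 89655312 to 89742509) had a log2 fold change of 3.19 (SE 0.071, adjusted p = 1.20e-07), and Ms4a3 (ENSMUSG00000024681, chromosome 19, 11629496 to 11640851) of 3.03 (SE 0.078, adjusted p = 2.03e-07). In the table's annotation Vcan overlaps Gm16318 and Gm4117.

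The interferon response was examined next, through Stat2 and Irf9, which encode parts of a transcription factor complex that interferons activate. Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) went from 73.8 ± 1.78 to 18.8 ± 0.65 FPKM (SD, n = 3 each, log2 fold change -1.92, SE 0.040, adjusted p = 1.01e-07). Irf9 (ENSMUSG00000002325, chromosome 14, 55603571 to 55610030) changed by less, from 23.0 ± 1.30 to 19.3 ± 0.69 FPKM (SD, n = 3 each, log2 fold change -0.24, SE 0.052, adjusted p = 0.00577), and did not reach the fold change threshold. Irf9 overlaps Rnf31. All 53 tested genes of the interferon response set were lower with cisplatin, with a median log2 fold change of -1.87, and 45 passed both thresholds whether the p-values were adjusted over all genes or over the set alone. Against all other tested genes the set was lower (limma camera, adjusted p = 3.01e-21, and adjusted p = 2.52e-20 with the replicate number as a block). Its mean level was 3.93 ± 0.0075 with cisplatin and 5.94 ± 0.012 with PBS on log2(FPKM + 1) (SD, n = 3 each, exact permutation test, p = 0.1, the smallest possible). The largest falls within it were those of Ifi44 (log2 fold change -4.19, adjusted p = 1.84e-07) and Ifit3b (log2 fold change -3.90, adjusted p = 3.02e-08), the latter a close relative of Ifit3 with which it may share reads.

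Macrophage surface markers were higher with cisplatin. Adgre1, which encodes an adhesion receptor used as a marker of mature mouse macrophages (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), went from 103 ± 1.06 to 190 ± 3.52 FPKM (SD, n = 3 each, log2 fold change 0.87, SE 0.030, adjusted p = 6.53e-07), below the fold change threshold. Itgam, which encodes CD11b (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491), went from 34.96 ± 0.87 to 95.2 ± 3.30 FPKM (SD, n = 3 each, log2 fold change 1.42, SE 0.039, adjusted p = 2.54e-07). Ly6c2, a Ly6C gene (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), went from 36.4 ± 1.38 to 94.2 ± 4.81 FPKM (SD, n = 3 each, log2 fold change 1.35, SE 0.049, adjusted p = 8.41e-07). Itgam overlaps Gm49368, and Ly6c2 has close relatives in its family. Of 30 tested genes of the macrophage differentiation set, 29 were higher with cisplatin and 15 passed both thresholds, with a median log2 fold change of 1.002. The set was higher than all other tested genes (limma camera, adjusted p = 1.02e-10, and adjusted p = 4.23e-10 with the replicate block), and its mean level was 5.004 ± 0.020 against 3.89 ± 0.036 on log2(FPKM + 1) (SD, n = 3 each, exact permutation test, p = 0.1). Mrc1 (log2 fold change 2.82, adjusted p = 4.61e-07) and Tfec (log2 fold change 2.42, adjusted p = 2.13e-07) rose the furthest. The immature myeloid set had a median log2 fold change of 1.35, with 20 of 21 genes higher and 15 past both thresholds against 1 lower (limma camera, adjusted p = 4.08e-09, and adjusted p = 6.14e-09 with the replicate block). Its mean level was 7.04 ± 0.011 against 5.72 ± 0.0075 (SD, n = 3 each, exact permutation test, p = 0.1), and its largest changes were those of Mpo (log2 fold change 2.63, adjusted p = 6.00e-08) and Prtn3 (log2 fold change 2.499, adjusted p = 6.68e-08). Scaling the libraries by their Y-linked genes, an alternative chosen after the data were seen, moved these 2 medians most, to 0.13 and 0.37, with the median of all tested genes then at -0.83.

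**Figure D2:**
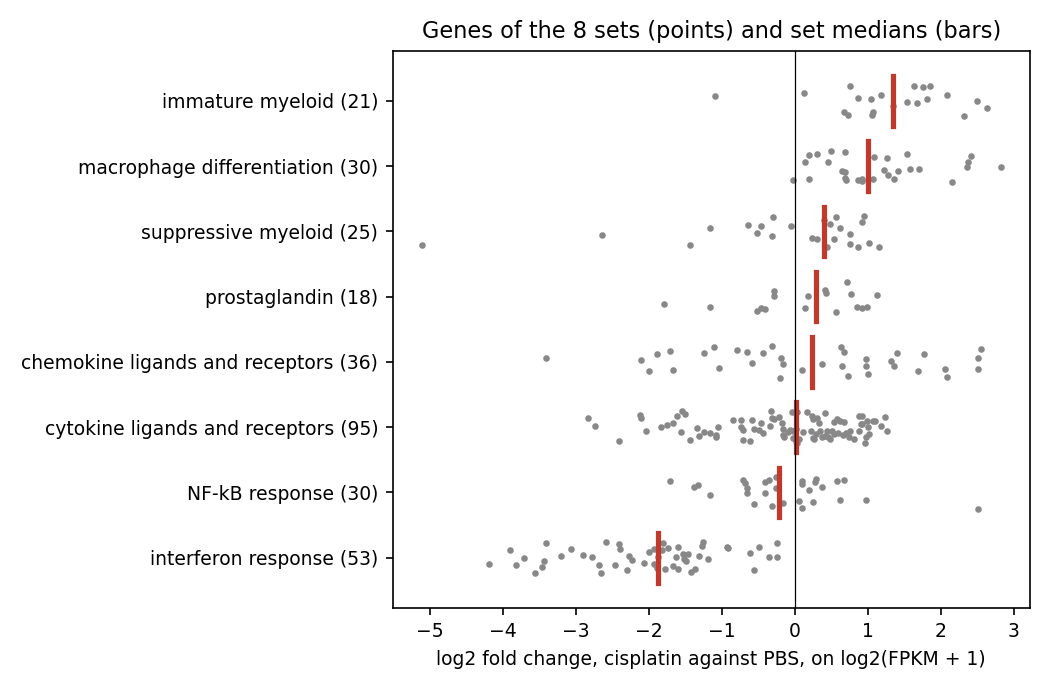
Each point is a tested gene of the 8 sets, placed by its log2 fold change (cisplatin against PBS, on log2(FPKM + 1)), with the number of tested genes in parentheses and a bar at each set's median. All 53 interferon response genes lie below 0, while the medians of the macrophage differentiation and immature myeloid sets lie at 1.002 and 1.35.

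Chemokine, cytokine and NF-κB genes moved in both directions. Of 36 tested chemokine ligands and receptors, 11 were upregulated and 9 downregulated, with a median log2 fold change of 0.23 (limma camera, adjusted p = 0.375, and adjusted p = 0.414 with the replicate block). The mean level of the chemokine set was 3.93 ± 0.046 with cisplatin against 3.76 ± 0.013 with PBS on log2(FPKM + 1) (SD, n = 3 each, exact permutation test, p = 0.1). Cxcl10 fell (log2 fold change -3.41, adjusted p = 7.29e-08) and Ccl22 rose (log2 fold change 2.55, adjusted p = 5.96e-07). Of 95 tested cytokine ligands and receptors, 6 were upregulated and 21 downregulated, with a median of 0.024 (adjusted p = 0.631, and adjusted p = 0.653 with the block). The mean level of the cytokine set was lower with cisplatin, opposite in sign to its median (3.33 ± 0.020 against 3.495 ± 0.017, SD, n = 3 each, exact permutation test, p = 0.1). Tgfb2 (log2 fold change -2.83, adjusted p = 2.03e-07) and Tgfb3 (log2 fold change -2.74, adjusted p = 2.48e-07) changed the most among them. The NF-κB response set had a median of -0.21 over 30 genes, with 1 upregulated and 4 downregulated (adjusted p = 0.466, and adjusted p = 0.465 with the block), and a mean level of 5.61 ± 0.0076 against 5.74 ± 0.024 (SD, n = 3 each, exact permutation test, p = 0.1). Within it, Cxcl3 rose (log2 fold change 2.51, adjusted p = 7.82e-08) and Ccl5 fell (log2 fold change -1.70, adjusted p = 3.77e-06). None of these 3 sets differed from the other tested genes at an adjusted p under 0.05, and the signs of the chemokine and cytokine medians depended on the processing.

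Genes of prostaglandin synthesis and of myeloid suppression were compared in the same way. Ptgs2, which encodes COX-2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227), went from 76.4 ± 3.30 to 33.8 ± 1.59 FPKM (SD, n = 3 each, log2 fold change -1.15, SE 0.050, adjusted p = 1.83e-06). Ptgs1, Ptges and Ptges2 were also lower, all short of the fold change threshold. Ptgs1 (ENSMUSG00000047250, chromosome 2, 36230426 to 36252272) had a log2 fold change of -0.51 (SE 0.055, adjusted p = 0.000160). The prostaglandin E synthase gene Ptges (ENSMUSG00000050737, chromosome 2, 30889471 to 30929863) went from 22.2 ± 1.49 to 15.8 ± 0.74 FPKM (SD, n = 3 each, log2 fold change -0.46, SE 0.060, adjusted p = 0.000439). Ptges2 (ENSMUSG00000026820, chromosome 2, 32395896 to 32405772) had a log2 fold change of -0.29 (SE 0.068, adjusted p = 0.00752). Ptgs1 and Ptges each overlap another gene of the annotation. In the paper's single-cell data, Ptgs1, Ptgs2 and the Ptges genes were high in tumour cells as well as in myeloid-derived suppressor cells. A smaller share of ID8 RNA, considered further on, was not separated from a fall within BMDMs for these genes. Over the prostaglandin set, 11 of 18 tested genes were higher and the median log2 fold change was 0.30 (limma camera, adjusted p = 0.466, and adjusted p = 0.464 with the replicate block). The sign of this median, too, depended on the processing. The mean level of the set was 3.37 ± 0.032 with cisplatin against 3.24 ± 0.019 with PBS (SD, n = 3 each, exact permutation test, p = 0.1). Ptgis fell the furthest (log2 fold change -1.80, adjusted p = 5.04e-07). Cd274, which encodes PD-L1 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), went from 103 ± 1.22 to 84.4 ± 1.09 FPKM (SD, n = 3 each, log2 fold change -0.29, SE 0.029, adjusted p = 0.000117). The suppressive myeloid set had a median of 0.40 over 25 genes, 2 of them upregulated and 4 downregulated, Nos2 and Vegfa (log2 fold change -2.65, adjusted p = 1.05e-07) among the latter (limma camera, adjusted p = 0.375, and adjusted p = 0.341 with the block). The mean level of this set was lower with cisplatin, opposite in sign to its median (5.75 ± 0.016 against 5.85 ± 0.0056, SD, n = 3 each, exact permutation test, p = 0.1).

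**Figure D3:**
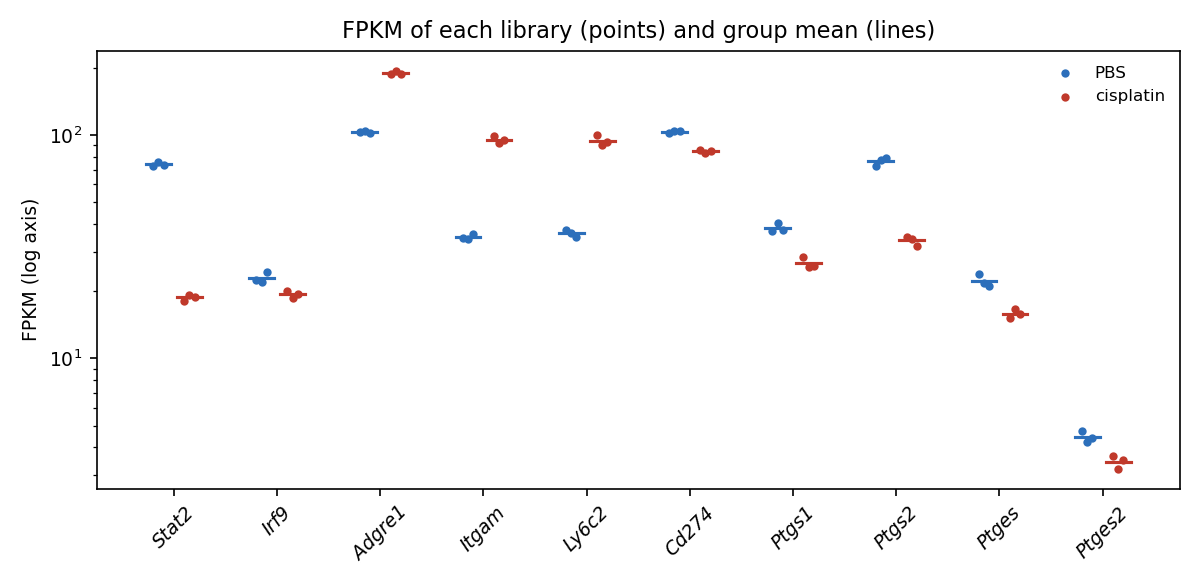
FPKM on a log axis is shown for 10 genes in each PBS and cisplatin library (points), with a line at the mean of each group of 3. For every gene the 3 cisplatin values lie apart from the 3 PBS values, with Adgre1, Itgam and Ly6c2 higher and the other 7 lower with cisplatin.

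Markers of the cells that RNA can come from also differed between the groups. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were higher in all 3 cisplatin libraries than in any PBS library. Ddx3y went from 8.10 ± 0.52 to 19.2 ± 0.66 FPKM (SD, n = 3 each, log2 fold change 1.15, adjusted p = 3.15e-06), and Eif2s3y from 10.7 ± 1.28 to 17.8 ± 0.27 FPKM (SD, n = 3 each, log2 fold change 0.68, adjusted p = 0.000243). Xist, which is transcribed from the inactive X chromosome of female cells, went from 42.7 ± 5.35 to 7.79 ± 0.19 FPKM (SD, n = 3 each, log2 fold change -2.31, adjusted p = 8.79e-07). In the list of ID8 and mesothelial genes, 15 of 17 tested genes were lower with cisplatin, with a median log2 fold change of -2.19 (limma camera, adjusted p = 4.40e-06). Keratin 19 transcripts of Krt19, a gene chosen after its values were seen, went from 588 ± 28.8 to 51.1 ± 3.80 FPKM (SD, n = 3 each, log2 fold change -3.50, adjusted p = 7.18e-08). Thbs1, of the same list and also chosen after its values were seen, went the other way (log2 fold change 2.76, adjusted p = 3.02e-08). Lymphocyte genes were higher with cisplatin in 10 of 11 cases (median 0.85, limma camera, adjusted p = 0.000801), as were 76 of 84 ribosomal protein genes (median 0.26, adjusted p = 4.40e-06). The erythroid (median 0.25, adjusted p = 0.168), p53 target (median 0.14, adjusted p = 0.151) and cell cycle (median -0.11, adjusted p = 0.703) lists did not differ from the other tested genes.

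**Figure D4:**
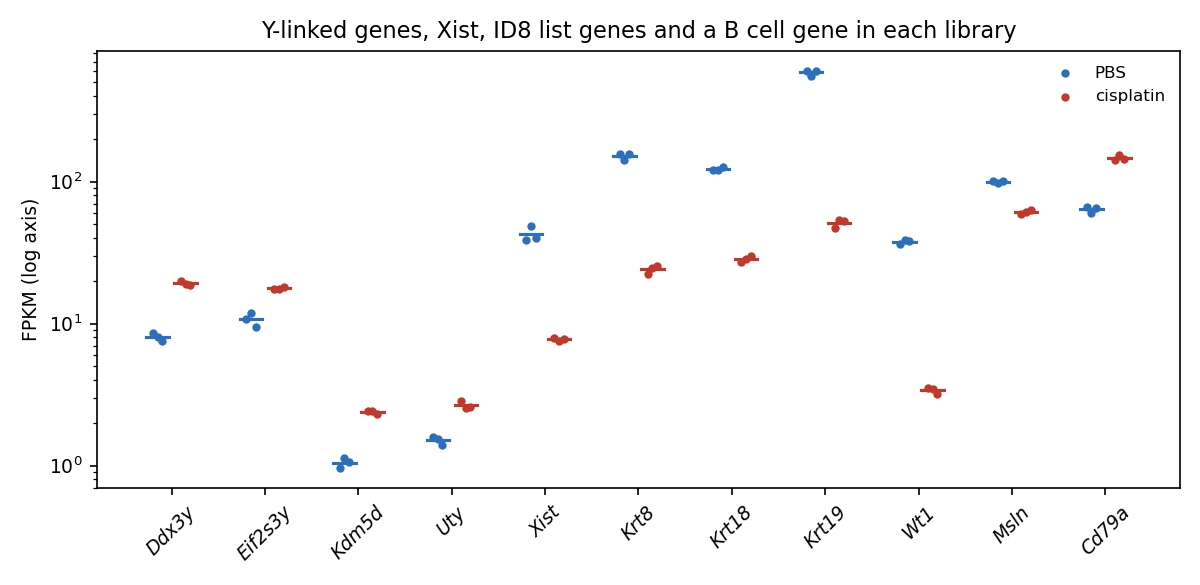
FPKM on a log axis is shown in each PBS and cisplatin library (points, with a line at each group mean) for the 4 Y-linked genes, Xist, 5 genes of the ID8 and mesothelial list and a B cell gene, the last 6 chosen after their values were seen. The Y-linked genes and Cd79a lie higher with cisplatin, and Xist, Krt8, Krt18, Krt19, Wt1 and Msln lie lower.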

Values the study reported

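In BMDMs that had been co-cultured with cisplatin-pretreated ID8 cells, the study counted 1441 genes as upregulated and 2740 as downregulated.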

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

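Directions and calls were compared across 20 settings planned before the data were examined and 4 chosen after seeing the data (scaling by the total of recovered reads, scaling by the 4 Y-linked genes, loess on GC content removed, and a mean of at least 10 reads).

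Against 628 upregulated genes, a pseudocount of 0.1 gave 973, limma voom on the recovered reads 1227, the adjusted p alone 4424, and limma treat against a log2 fold change of 1 gave 240. Against 1514 downregulated genes, a pseudocount of 0.1 gave 1981, limma voom 1861, the adjusted p alone 4721 and limma treat 982. TPM rescaling gave 874 upregulated and 1882 downregulated genes. Under voom 617 of the 628 and 1486 of the 1514 genes were called again, and upregulated genes made up 39.7% of the calls in place of 29.3%. Leaving out each library in turn gave from 622 to 671 upregulated and from 1513 to 1531 downregulated genes. With the replicate number as a block, the numbers were 625 and 1515. The cause of these differences was not tested.

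Scaling by the Y-linked genes moved the median of all tested genes from -0.0011 to -0.83, so that 85 genes were higher and 5181 lower, and upregulated genes made up 1.61% of the calls. It reversed the median of the suppressive myeloid set to -0.59, of the prostaglandin set to -0.60, of the chemokine set to -0.55 and of the cytokine set to -0.77. It also reversed the p53 target (-0.74), lymphocyte (-0.15), erythroid (-0.55) and ribosomal protein (-0.72) medians and the changes of Adgre1 (-0.12), Uty (-0.12), Eif2s3y (-0.25) and CT010467.1 (-0.11), the ribosomal RNA gene described further on. All of these values lie above the shift of all genes. The Y-linked genes define this scaling and are centred near 0 by construction, so their changes under it, counted as reversed or weaker below, test nothing. Quantile normalisation moved the median of all tested genes to 0.10 and gave 835 genes higher and 1290 lower, with upregulated genes at 39.3% of the calls.

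The cytokine ligands and receptors gene set, with a median of 0.024, also reversed with loess on GC content removed (-0.0089), and ranged from -0.012 to 0.047 across the 6 fits that each left out a library. The prostaglandin median of 0.30 reversed to -0.34 with a filter at 5 FPKM, and the chemokine ligands and receptors gene set, with a median of 0.23, reversed to -0.049 without a filter. The cause was not tested, and none of these 3 sets had an adjusted p under 0.05 before or after, except the chemokine set under Y-linked scaling (5.94e-07, against up to 0.963 over its alternatives).

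With an estimated inter-gene correlation the limma camera adjusted p of the lymphocyte gene set rose to 0.063 and that of the ribosomal protein gene set to 0.289. It rose to 0.0473 for the ID8 and mesothelial list and to 0.00389 for the interferon response set. For the macrophage differentiation and immature myeloid sets it rose to 0.00729 each. The far smaller values given for these sets thus rest on the preset correlation of 0.01. The interferon response (-2.80 to -1.79), macrophage differentiation (0.13 to 1.26) and immature myeloid (0.37 to 1.46) medians kept their sign and an adjusted p under 0.05 in every setting run. Of 1021 values of the 49 named genes under an alternative, 1003 kept their direction and their call by both thresholds, 10 became stronger, 4 weaker and 4 reversed. Y-linked scaling gave all of the weaker and reversed values and 6 of the stronger ones. Among the 1003, the adjusted p rose above 0.05 for Ptges2 with quantile normalisation (0.0708), for Kdm5d with Y-linked scaling (0.251), and for CT010467.1 without a filter (0.0545) and with cisplatin replicate 2 or 3 left out (0.0551 and 0.0577), none of them past the fold change threshold.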

Other observations

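The tests of explanations below were chosen after the results were seen. The marker lists they use were written before the data were examined, except the hypoxia list, which was written after the largest falls were seen.

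The number of upregulated genes was 628. That is lower than the value quoted from the study above. The number of downregulated genes was 1514. That is lower than the value quoted from the study above. The study tested counts with DESeq2, whereas here FPKM values were tested on a log scale that understates changes of genes with low values. The numbers are therefore not directly comparable. Limma voom on the recovered reads gave 1227 upregulated and 1861 downregulated genes, nearer to the study's values but still lower. What caused the remaining difference was not tested.

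The opposite movement of the Y-linked genes and Xist is the observation that bears on most others. The log2 ratio of mean FPKM was between 0.73 and 1.25 for the 4 Y-linked genes, with a mean of 0.996, and -2.45 for Xist. A candidate explanation is a mixture: RNA of ID8 cells, a line of female origin, may have been carried into libraries of BMDMs from male mice, with less of it where cisplatin had reduced the number of living ID8 cells. If the Y-linked genes came from the BMDMs alone, Xist from the ID8 cells alone and neither was regulated, the values would imply 54.9% RNA of female cells with PBS and 10.02% with cisplatin. The sex of the mice that gave the BMDMs is not in the labels, nor in the cell culture methods of the paper. The only mice whose sex the paper states, those of its in vivo experiments, were female. BMDMs from male mice are therefore an assumption of this explanation. The list of ID8 and mesothelial genes fell (median -2.19) and the lymphocyte list, which marks other marrow cells, rose (median 0.85), both as a mixture predicts. Without a filter, which lets in genes with low values, these medians kept their signs but were smaller in size, at -0.94 and 0.36. The erythroid list, also of marrow, rose by a median of 0.25, less than predicted. The median ranged from 0.19 to 0.49 with each library left out in turn. With 5 tested genes, from 0.059 to 0.997, the list is only weak evidence that the mixture alone does not account for every list. The mean log2 fold change of the Y-linked genes stayed at 0.78 or more over 4 scalings (median-of-ratios, TPM, quantile and total-read), but these moved the median of all tested genes by little and do not exclude a larger error of scaling. Scaling by the Y-linked genes centres them near 0 by construction and left Xist at -3.23, so that this scaling did not remove the difference in Xist. Regulation of these genes by the co-culture was not tested.

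Such a mixture may bear on the macrophage markers. After Y-linked scaling the median of the macrophage differentiation set was 0.13 in place of 1.002, and that of the immature myeloid set 0.37 in place of 1.35, so that most of both rises cannot be told apart from a larger share of BMDM RNA. Gene length (medians 1.04 and 1.37 after a loess correction), GC content (1.05 and 1.31) and the scaling of the libraries by total reads (1.07 and 1.43) hardly moved either set, so these trends over all genes do not account for the rises, while length or GC effects of another form, or other scalings, are not excluded. Among the upregulated genes, 167 (26.6%) had a log2 fold change that exceeded the largest Y-linked log2 ratio of 1.25 by more than 2 SE. Pf4, Vcan, Ms4a3, Mrc1 and Mpo were among them. For the 167, a smaller share of ID8 RNA is not enough, provided the Y-linked genes came from BMDMs alone and were not regulated. The SE was that of each gene, and the error of the Y-linked ratio was not counted. The fold changes were on log2(FPKM + 1) and the Y-linked ratio was not, so the 167 may be too few.

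The fall of the interferon response genes goes against a larger share of BMDM RNA if BMDMs express them, and their median was -2.80 after Y-linked scaling. The fall of the set as a whole cannot be told apart from a loss of ID8 cells that express these genes. By the log2 ratio of mean FPKM, without the added 1, 20 of the 53 tested genes fell by more than Xist. For these 20, a loss of ID8 cells alone is not enough if Xist marks the ID8 share and ID8 expression was unchanged. Yet 6 of the 17 tested genes of the ID8 list also fell by more than Xist, so the size of a fall does not separate the cell types. Of the 1514 downregulated genes, 154 (10.2%) had a log2 fold change on log2(FPKM + 1) below the Xist ratio of -2.45 by more than 2 SE. That fold change understates falls to low values and the Xist ratio does not. The 154 may therefore be too few, and they are not comparable with the 20 above. Corrections for gene length (median -1.86), GC content (-1.88) and total reads (-1.79) hardly moved the interferon set. They shifted no gene of the set by more than 0.13, although the largest shift of any tested gene was 0.69 for length and 0.40 for GC content. This does not exclude length or GC effects of another form.

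Hypoxia is a further candidate. Egln3 (log2 fold change -4.06), Ndrg1 (-4.10) and P4ha2 (-3.68), chosen after their values were seen, are induced when oxygen is low and were among the largest falls. In a list of 36 other hypoxia and glycolysis genes, 35 were lower with cisplatin and 30 passed both thresholds, with a median of -1.65. Over 10000 random lists matched on mean expression, the lowest median was -0.41. A weaker hypoxia response with cisplatin could give this fall, as a co-culture with fewer living tumour cells might show. A smaller share of ID8 RNA could also give falls up to that of Xist. In the ratio of mean FPKM, 9 of the 36 genes fell by more than Xist. For these 9 the share alone is not enough if Xist marks it and ID8 expression was unchanged. Genes of the ID8 list passed Xist too, so the size of a fall does not decide. Purified BMDMs would be needed to separate a hypoxia response from a smaller share.

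The larger number of downregulated than upregulated genes was lessened most, among settings that kept both thresholds, by limma voom (39.7% of the calls upregulated) and quantile normalisation (39.3%), and by the adjusted p alone it nearly vanished (48.4%). The corrections tried for it left most calls lower. Upregulated genes made up 28.4% of the calls after a loess correction for gene length, 30.5% after that for GC content, 27.9% with a mean of at least 10 reads, 35.7% after scaling by total reads, and 35.8% with every library thinned at random to 15776238 reads, the smallest total.

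Among the genes upregulated on a mean of at least 10 reads, 17.9% were not protein-coding, against 11.98% of the tested genes under the same filter, so few reads do not account for the whole excess. Few reads together with immunoglobulin and T cell receptor segments, which B cells of the marrow may supply, account for more of it: without them the shares were 12.9% and 10.99%. The rise of Ighd4-1 rested on a mean of 1.33 reads per library and may be an effect of few reads divided by a length of 11 bases. For Gm26917, which adjoins the ribosomal RNA gene CT010467.1 on chromosome 17, ribosomal RNA left in the libraries was considered. CT010467.1, chosen after its values were seen, had a log2 fold change of 0.87 against 3.77 for Gm26917. With each library left out in turn, its change ranged from 0.65 to 1.09. This goes against ribosomal RNA as the whole explanation, but it rests on a single gene. CT010467.1 overlaps Gm42418 and AY036118, so its value is less certain.

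The 6 libraries make 10 splits into 3 and 3, of which 4 part all 3 same-numbered pairs, as the real split does. In 1 of the 4 splits, the real one, there were as many upregulated and as many downregulated genes. The largest number in any other split was 0, with between 87 and 135 genes at an unadjusted p under 0.05 in the 9 other splits against 9502 in the real one. The same held for the size of the set medians of 7 sets (1 of 4 splits), while for the cytokine set 2 of the 4 splits gave a median as large. The share cannot fall under 0.05 with 6 libraries. Every other split places cisplatin and PBS libraries in both of its groups. The real difference then widens the spread within groups and is diluted between them. The low counts of the other splits therefore do not show how many genes would pass by chance.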
